A study of Homo sapiens with 24 samples.

How the data were processed

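Polyadenylated RNA was sequenced from T47D cells, an established human luminal breast cancer line that expresses the estrogen receptor. The cells were treated for 5 h or 10 h with DMSO, with the AKT degrader INY-05-040 at 100 nM, with its inactive stereoisomer at 100 nM, or with the catalytic AKT inhibitor GDC0068 at 500 nM. AKT is a serine/threonine kinase of the phosphoinositide 3-kinase pathway. A degrader directs its target to the cell's protein disposal machinery, whereas a catalytic inhibitor occupies the kinase and leaves the protein in place. Each of the 8 combinations of treatment and time had 3 libraries from separate experiments, per the labels, which makes 24 libraries. No library was left out.

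The authors deposited raw counts per gene, as whole numbers, in a single table of 58884 genes by 24 columns. The labels and the table's header do not state the aligner, the counting tool, the genome build, the annotation release, or whether strand and multiply mapped reads were used. All 24 columns matched a sample label by name. Of the gene identifiers, 99.54% occur in GENCODE release 29, which was used for gene positions and biotypes. Those positions are on GRCh38, and the authors' own build is not stated. Symbols came from a table of gene names for 58472 identifiers and from GENCODE alone for 404, and 8 identifiers had none. The counts of overlapping or antisense genes are uncertain, since the labels do not describe how reads in shared stretches were assigned. The 37 mitochondrial genes of the table hold 0 counts in every library, so no mitochondrial share could be used as a quality measure.

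Library totals ranged from 14.99 to 26.76 M (megacounts) with a median of 20.18 M. Libraries of the same group were compared for sampling noise in tested genes with at least 50 counts over the pair. The chi-square statistic per degree of freedom was 5.56 to 38.1 in the 24 pairs, so no pair agreed within counting noise and each library was kept as a replicate. PCR duplicates cannot be recognised in a count table, so any precision taken from the totals covers counting error only.

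Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 17213 genes, and libraries were scaled with TMM factors. All 24 libraries entered a single quasi-likelihood fit (glmQLFit and glmQLFTest) of 8 groups with 16 residual degrees of freedom. Each comparison was a contrast of that fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 are named called. Standard errors were obtained by dividing the absolute log2 fold change by the square root of the F statistic. The biological coefficient of variation was 12.2%. Values in CPM, counts divided by the scaled library total in megacounts, were computed from the deposited counts with the TMM factors, and log2 CPM for the principal components used a prior count of 2.

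The labels number the libraries 1 to 3 in every group and describe 3 independent experiments, and the pairing of libraries comes from those numbers. The pairing was checked by correlating the deviations of libraries from their group means over 13853 genes with a mean of at least 1 CPM. The mean correlation was 0.123 (SD 0.137) over 84 pairs with the same number and -0.0616 over 168 pairs with different numbers. A one-sided permutation test with 9999 permutations gave p = 0.0001, the smallest it can give. Results with the replicate number as a block in the same fit are therefore printed beside those without it.

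The comparisons, the tests, the gene sets, the rule for naming genes and the alternatives were chosen before the data were examined, except where stated. The 9 gene sets of 20 to 32 genes (218 genes, of which 217 were in the table) were written from general knowledge. They were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 in 8 comparisons, and the 72 tests were adjusted together. The rule for naming genes was as follows. For each drug against DMSO and for the degrader against GDC0068, the genes were the 3 largest rises and 3 largest falls among called genes with a mean of at least 1 CPM in either group and the same direction in all 3 same-numbered pairs. For gene sets past the threshold, up to 4 members with the smallest adjusted p could be named, and AKT1 and AKT2 were reported whatever their values. Genes named outside this rule are marked where they appear.

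The alternatives tried were DESeq2 1.42.0, limma-voom, RLE factors, library size without factors, no filter on low counts, a filter of at least 10 counts in every library, the replicate block, fits of only the groups compared, glmTreat against a fold change of 1.3, and leaving out each library in turn. The correlation of effects across genes was also computed with Spearman's rho and with the same DMSO libraries for both drugs. A covariate for the share of counts outside protein-coding genes, and a limit of this correlation to genes with a mean of at least 10 CPM, were chosen after seeing the data. Gene sets were also tested with fry and with inter-gene correlations estimated per set.

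The functions were tested on simulated data made from the real gene means, dispersions and library sizes, with 200 changed genes among 16867 tested. Each of the 200 genes had a mean of at least 1 CPM and was changed at least 2-fold. No replicate effect was simulated, and genes varied independently. The edgeR fit recovered 86.5% of the changed genes, and 8.0% of its calls were false. The real degrader calls against DMSO at 10 h had a median absolute log2 fold change of 0.444, and 118 of 1798 reached 2-fold. Recovery of such smaller changes was not measured. Recovery was 84.5% with the block, 83.5% with limma-voom and 88.0% with DESeq2, with 6.25%, 4.81% and 12.5% of calls false. The camera test found the set of 25 genes that had been raised past the threshold, and not a set of 25 genes left alone. Figures were drawn with matplotlib 3.10.9.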

Results

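The study compared the transcriptional response of T47D breast cancer cells to degradation of AKT and to catalytic inhibition of AKT. Per the labels, the doses of the degrader (100 nM) and of GDC0068 (500 nM) had been matched for their suppression of signalling downstream of AKT. DMSO and the inactive stereoisomer of the degrader served as controls, and cells were collected after 5 h and 10 h. Each of the 8 groups comprised 3 libraries. Total counts, in M (megacounts), were 18.3 ± 1.80 M for DMSO, 19.9 ± 1.64 M for the degrader, 17.9 ± 3.08 M for the inactive isomer and 21.5 ± 4.58 M for GDC0068 at 5 h (SD, n = 3 each). At 10 h they were 20.6 ± 1.18, 20.1 ± 3.52, 21.2 ± 2.50 and 21.7 ± 1.97 M in the same order of groups.

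Variation between libraries was examined before the treatments were compared. The first principal component held 13.1% of the variance and the second 9.24%. Across the 24 libraries, the first component correlated with the percentage of counts outside protein-coding genes (Pearson r = 0.945, Spearman rho = 0.918; two-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give; adjusted p = 1.5e-05 over 3 relations computed). It also correlated with the number of genes detected (r = 0.892, rho = 0.877; permutation p = 1e-05 for each, adjusted p = 1.5e-05), but not with total counts (r = -0.145, permutation p = 0.499; rho = -0.103, permutation p = 0.629; adjusted p = 0.499 and 0.629). These other relations were not recomputed within replicate numbers. Without the 2 libraries farthest from the median share, r with the share was 0.901. Within replicate numbers 1, 2 and 3, with 8 libraries each, r was 0.93, 0.919 and 0.982, and after removal of group means over all libraries it was 0.959. The library of degrader replicate 3 at 5 h had the highest share, 1.85%, and a score of 55.8. The spread between replicates was largest in that group, with a median SD of 0.16 log2 CPM over 9691 genes with a mean of at least 10 CPM. In the other groups it was 0.114 to 0.125 at 5 h and 0.0898 to 0.104 at 10 h.

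**Figure D1:**
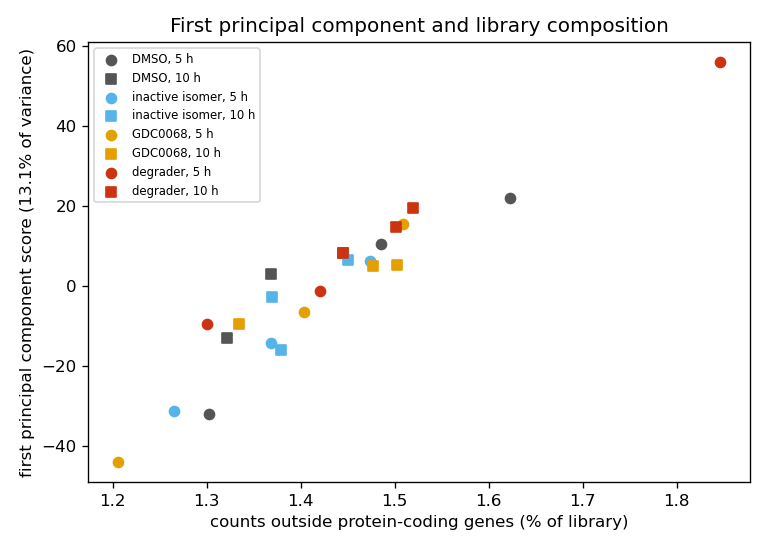
Score of each of the 24 libraries on the first principal component of log2 CPM (vertical axis, arbitrary units) against the percentage of its counts outside protein-coding genes (horizontal axis). Colours give the treatment, circles 5 h and squares 10 h; the score rises with the share (r = 0.945) and degrader replicate 3 at 5 h lies highest at 1.85%.

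The genes encoding the drug target were examined first. AKT1 (ENSG00000142208, GRCh38 chromosome 14, 104769349 to 104795751, minus strand) was measured at 252 ± 6.72 CPM in DMSO, 256 ± 9.3 in the inactive isomer, 199.6 ± 19.2 with GDC0068 and 186 ± 13.8 with the degrader at 10 h (SD, n = 3). Both drugs lowered its transcript at 10 h, with a log2 fold change of -0.44 for the degrader (SE 0.0942, edgeR quasi-likelihood adjusted p = 0.00237) and -0.34 for GDC0068 (SE 0.0937, adjusted p = 0.0457). With replicate number as a block (mean correlation of same-numbered libraries 0.176 and 0.174) these were -0.44 (adjusted p = 0.000109) and -0.34 (adjusted p = 0.00538). Over the 8 alternatives the adjusted p ranged from 7.32e-05 to 0.026 for the degrader and from 0.00538 to 0.234 for GDC0068. The GDC0068 call of AKT1 was lost in 5 of the 6 fits that each left out 1 library, and the degrader call in 0 of 6. At 5 h AKT1 stood at 257 ± 23.3 CPM in DMSO, 279 ± 27.8 with the inactive isomer, 248 ± 20.8 with GDC0068 and 242 ± 28.5 with the degrader, and it was not called against DMSO. AKT2 (ENSG00000105221, chromosome 19, 40230317 to 40285536, minus strand) was not called in any comparison with DMSO. Its means were 139 ± 6.77 CPM in DMSO, 139 ± 2.62 with the degrader, 145 ± 5.26 with the inactive isomer and 142 ± 8.4 with GDC0068 at 10 h. At 5 h they were 143 ± 8.01, 142 ± 17.3, 154 ± 9.49 and 163 ± 12.5 CPM in that order. Differences between same-numbered libraries at 5 h were examined only after the data were seen. With GDC0068, AKT1 was lower than in DMSO in 3 of 3 replicate numbers (-8.76 ± 2.74 CPM) and AKT2 higher in 3 of 3 (20.2 ± 7.33 CPM; SD, n = 3). Their adjusted p was 0.838 and 0.215 without the block and 0.759 and 0.131 with it (mean correlation of same-numbered libraries 0.273). Each of AKT1 and AKT2 overlaps other annotated genes, 1 on the opposite strand for AKT1 and 2 on the same strand for AKT2, so their counts are uncertain.

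**Figure D2:**
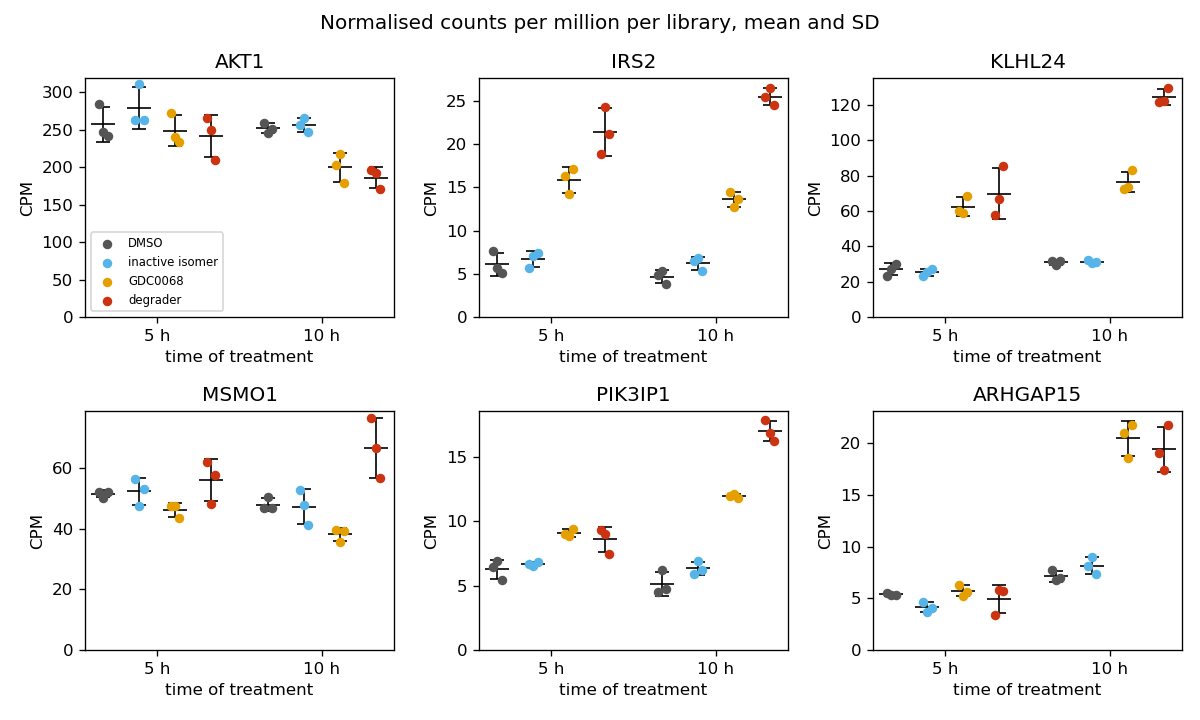
CPM (vertical axes, from 0) of AKT1, IRS2, KLHL24, MSMO1, PIK3IP1 and ARHGAP15 in each library at 5 h and 10 h, coloured by treatment; horizontal bars are means and whiskers SD of 3 libraries. At 10 h IRS2 averaged 25.5 CPM with the degrader, 13.6 with GDC0068 and 4.66 in DMSO.

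The first comparison asked which transcripts each compound altered within 5 h. Against DMSO, 166 of 17213 genes were called for the degrader (73 higher, 93 lower) and 397 for GDC0068 (181 higher, 216 lower). The same-numbered libraries of these comparisons deviated together (mean correlation 0.18 and 0.273), and with the replicate block 306 and 931 genes were called, including all 166 and all 397. Scaling by library size alone changed the share of GDC0068 calls that were higher from 45.6% to 31.3%. Falls also outnumbered rises with RLE factors (196 higher, 212 lower) and with at least 10 counts in every library (258 and 299). Rises outnumbered falls with the block (488 and 443) and without a filter on low counts (372 and 261), and DESeq2 gave 406 of each. Which direction held the majority therefore depended on the processing. The alternative that lowered the degrader and GDC0068 counts furthest at this time was a test against a fold change of 1.3, with 9 and 3 genes. Fitting only the groups compared gave 15 and 109 genes. For the inactive isomer 0 genes were called with or without the block (same-numbered correlation 0.169), while 752 genes (4.37%) had an unadjusted p under 0.05. Against the inactive isomer instead of DMSO, 284 genes were called for the degrader (118 higher, 166 lower), and 565 with the block (same-numbered correlation 0.316).

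By the rule, the rises named for the degrader at 5 h were MS4A7, IRS2 and KLHL24. IRS2 (ENSG00000185950, chromosome 13, 109752698 to 109786568) rose from 6.1 ± 1.3 to 21.4 ± 2.75 CPM, a log2 fold change of 1.83 (SE 0.151, edgeR adjusted p = 1.77e-08). KLHL24 (ENSG00000114796, chromosome 3, 183635568 to 183684477) rose from 26.99 ± 3.38 to 69.8 ± 14.2 CPM (log2 fold change 1.37, SE 0.116, adjusted p = 1.77e-08). MS4A7 had 1 to 3 counts in the DMSO libraries and was at least 6.56-fold higher with the degrader (adjusted p = 0.0119). It had 5 to 15 counts with the inactive isomer, for which it was not called. The falls were EGR3 (log2 fold change -2.05, adjusted p = 0.0368), AEN (-1.11, adjusted p = 3.32e-05) and LRFN1 (-1.10, adjusted p = 0.036). AEN (ENSG00000181026, chromosome 15, 88621296 to 88632282) decreased from 28.0 ± 4.13 to 13.02 ± 2.23 CPM. With replicate number as a block (same-numbered correlation 0.18) all 6 were called. EGR3, LRFN1, IRS2 and MS4A7 overlap other annotated genes, so their counts are uncertain. Leaving out 1 library at a time removed the calls of MS4A7, EGR3 and LRFN1 in 3, 5 and 4 of 6 fits, and those of IRS2, KLHL24 and AEN in 0.

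For GDC0068 at 5 h the rises were FOSL2-AS1 (log2 fold change 1.96, edgeR adjusted p = 0.0117), ENSG00000272473 (1.52, adjusted p = 0.0274) and IRS2 (1.40, SE 0.158, adjusted p = 7.54e-06). IRS2 reached 15.8 ± 1.49 CPM. The falls were SLFNL1-AS1 (-2.27, adjusted p = 0.0259), FERMT3 (-1.97, adjusted p = 0.0453) and LACC1 (-1.53, adjusted p = 0.0332). All 6 were called with the replicate block (same-numbered correlation 0.273). Apart from IRS2 these genes averaged at most 2.05 CPM in either group, and each lost its call in 2 to 5 of the 6 fits that left out a library. FOSL2-AS1 overlaps FOSL2 and SLFNL1-AS1 overlaps SCMH1 and SLFNL1 on the opposite strand, so their counts are uncertain. FERMT3, LACC1 and IRS2 overlap other genes as well. With the inactive isomer, SLFNL1-AS1 and FERMT3 changed by -1.01 and -1.36 without being called.

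The same comparisons at 10 h called 1798 genes for the degrader (865 higher, 933 lower) and 520 for GDC0068 (291 higher, 229 lower). With replicate number as a block, for which same-numbered libraries correlated at 0.176 and 0.174, the counts were 2439 and 1032 and included all of the former genes. Library size alone in place of TMM moved the share of GDC0068 calls that were higher from 56% to 44.3%. A change of at least 2-fold was seen in 118 of the degrader calls and 25 of the GDC0068 calls. For the inactive isomer 0 genes were called with or without the block (same-numbered correlation 0.1), and 618 (3.59%) had an unadjusted p under 0.05. The degrader differed from the inactive isomer in 1835 genes (928 higher, 907 lower), and in 2496 with the block (same-numbered correlation 0.125). Of the genes called against DMSO, 116 (69.9%) at 5 h and 1266 (70.4%) at 10 h were also called, in the same direction, against the inactive isomer. With the block the number at 5 h was 208.

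**Figure D3:**
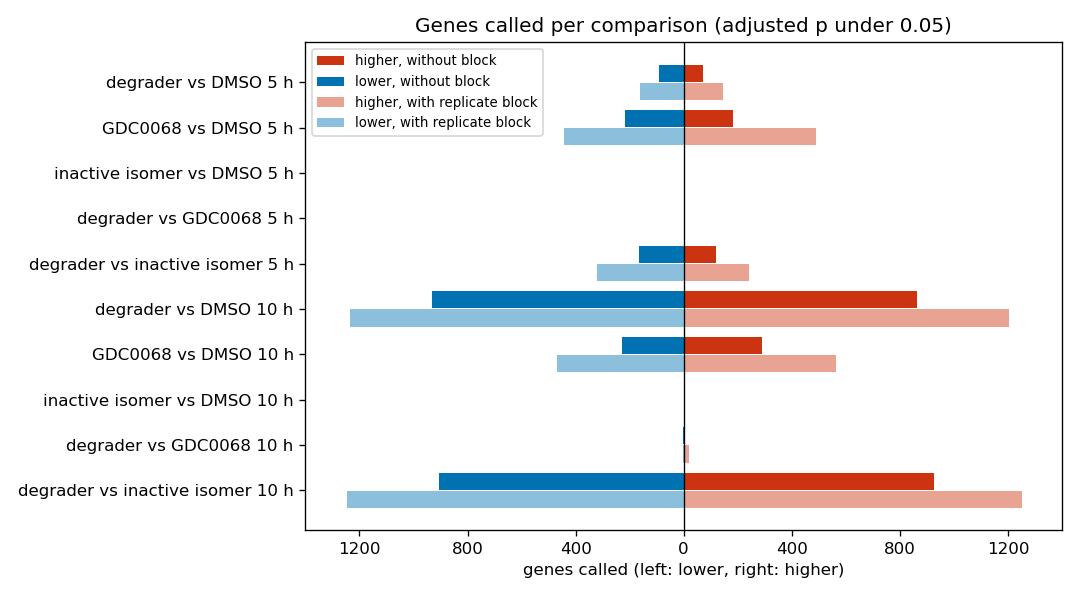
Number of genes called (edgeR quasi-likelihood, adjusted p under 0.05; horizontal axis) in each of 10 comparisons, with genes higher in the first-named group to the right (red) and lower to the left (blue); dark bars are without and pale bars with the replicate block. The degrader against DMSO at 10 h has 1798 genes (2439 with the block), and the inactive isomer against DMSO has 0 at both times.

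Among the genes that met the naming rule, IRS2 was the largest rise with the degrader at 10 h. It rose from 4.66 ± 0.741 to 25.5 ± 0.96 CPM (log2 fold change 2.44, SE 0.151, edgeR adjusted p = 8.23e-12). It was followed by CCDC177 (2.37, adjusted p = 0.00414) and ENSG00000281571 (2.23, adjusted p = 0.0406). The falls were AUNIP (log2 fold change -1.59, SE 0.222, adjusted p = 1.67e-05), ENSG00000280758 (-1.43, adjusted p = 0.027) and ZNF618 (-1.42, adjusted p = 0.0224). AUNIP (ENSG00000127423, chromosome 1, 25831913 to 25859458) decreased from 9.14 ± 0.331 to 2.99 ± 0.374 CPM. For GDC0068 the rises were WNT6 (2.34, adjusted p = 0.033), LINC02724 (1.97, adjusted p = 0.0463) and DIO2 (1.94, adjusted p = 0.0238), with means of at most 2.43 CPM. The falls were ZNF618 (-1.44, adjusted p = 0.0454), CDC25A (-0.92, SE 0.124, adjusted p = 5.35e-05) and WNK2 (-0.90, adjusted p = 0.00543). CDC25A (ENSG00000164045, chromosome 3, 48157146 to 48188402) decreased from 28.3 ± 0.868 to 14.9 ± 1.51 CPM. All 12 calls were made with the replicate block as well (same-numbered correlation 0.176 and 0.174). Of these genes IRS2, ENSG00000281571, AUNIP, ENSG00000280758, DIO2, CDC25A and WNK2 overlap other annotated genes, so their counts are uncertain. With the inactive isomer at 10 h, several of these genes changed in the same direction without being called: ENSG00000281571 by 1.91, ENSG00000280758 by -1.07, ZNF618 by -0.90, WNT6 by 1.40, LINC02724 by 1.11 and DIO2 by 0.84. IRS2, CCDC177, AUNIP and CDC25A kept their calls in all 6 fits that left out a library, and each of the other genes lost its call in at least 1.

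Whether the drugs altered the same genes was asked next. At 5 h 103 genes were called for both drugs, and 468 at 10 h, which is 26% of the degrader calls and 90% of the GDC0068 calls at that time. Of these, 0 changed in opposite directions. With replicate number as a block (same-numbered correlation 0.123 over all groups) 192 and 894 genes were shared. Because both comparisons use the same DMSO libraries, directions were also compared without shared libraries. Of the GDC0068 calls, 82.1% at 5 h and 98.1% at 10 h had the same direction in the degrader against the inactive isomer. Over all 17213 genes, the log2 fold changes of the degrader against the inactive isomer and of GDC0068 against DMSO correlated at r = -0.020 at 5 h and 0.219 at 10 h (rho = 0.00542 and 0.381), and with the block at -0.0115 and 0.219. With the same DMSO libraries for both drugs r was 0.492 and 0.614. These correlations are across genes, which are not independent replicates. The alternative that moved them most among those without shared libraries, chosen after the data were seen, was a limit to genes with a mean of at least 10 CPM, with r = 0.150 and 0.726. Calls at both times were counted without the block: 137 of the 166 degrader calls and 165 of the 397 GDC0068 calls at 5 h were called in the same direction at 10 h.

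**Figure D4:**
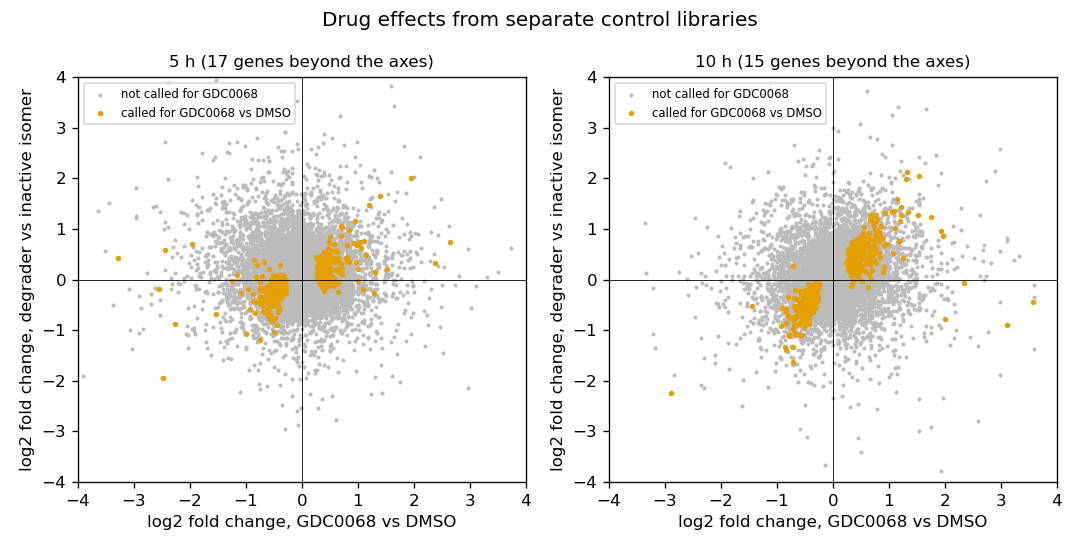
Log2 fold change of each of 17213 genes for the degrader against the inactive isomer (vertical axis) and for GDC0068 against DMSO (horizontal axis) at 5 h (left) and 10 h (right); the control libraries are not shared and the 17 and 15 genes beyond 4 on either axis are not drawn. Orange points are genes called for GDC0068 against DMSO, of which 82.1% at 5 h and 98.1% at 10 h have the same sign on both axes.

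The direct comparison of the drugs called 0 genes at 5 h, where 1901 genes (11%) had an unadjusted p under 0.05, and 6 genes at 10 h. The replicate block (same-numbered correlation 0.275 and 0.187) gave 2 and 23 genes. At 5 h the count moved most when a library was left out (from 0 to 204 genes over 6 fits), and at 10 h in a fit of only the groups compared (43 genes). At 10 h, MSMO1 (ENSG00000052802, chromosome 4, 165327623 to 165343160) stood at 66.7 ± 9.92 CPM with the degrader and 38.2 ± 2.17 with GDC0068 (log2 fold change 0.81, SE 0.107, edgeR adjusted p = 0.000513). IRS2 stood at 25.5 ± 0.96 and 13.6 ± 0.879 CPM (0.90, SE 0.123, adjusted p = 0.000513), and INSIG1 at 58.7 ± 11.2 and 30.6 ± 5.08 CPM (0.93, SE 0.173, adjusted p = 0.0334). The gene that was lower with the degrader was ENSG00000260401 (-0.78, SE 0.146, adjusted p = 0.0334). KLHL24 (0.71, adjusted p = 0.000571) and KLF6 (0.56, adjusted p = 0.0075) complete the 6 and were chosen after their values were seen. MSMO1, IRS2 and KLHL24 kept their calls in all 6 fits that left out a library; INSIG1, KLF6 and ENSG00000260401 lost theirs in 5, 4 and 6. The 6 genes were all among the degrader's calls against DMSO in the same direction, and with the replicate block 21 of 23 were.

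A test of whether a drug's effect differed between 5 h and 10 h called 2 genes for the degrader and 1 for GDC0068, and 22 and 2 with the replicate block (same-numbered correlation 0.123 over all groups). ARHGAP15 (ENSG00000075884, chromosome 2, 143091362 to 143768352) had a difference in log2 fold change of 1.54 for the degrader (SE 0.246, edgeR adjusted p = 0.0154) and 1.42 for GDC0068 (SE 0.241, adjusted p = 0.0409). PIK3IP1 (ENSG00000100100, chromosome 22, 31281593 to 31292534) had a difference of 1.27 for the degrader (SE 0.212, adjusted p = 0.0156). With the block the adjusted p were 0.00757, 0.0187 and 0.00818. These genes were chosen after their values were seen. ARHGAP15 overlaps 17 other annotated genes and PIK3IP1 overlaps 1, so their counts are uncertain. DESeq2 moved the degrader's count most, to 40 genes, whereas fits of only the groups compared called 0 genes for either drug, where 1141 and 825 genes had an unadjusted p under 0.05 with all groups.

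The pre-written gene sets addressed known outputs of AKT signalling and related processes. Of 72 camera tests, 16 passed an adjusted p of 0.05 (10 higher, 6 lower), against 27 without adjustment and 22 with the replicate block (same-numbered correlation 0.123 over all groups). Estimating the inter-gene correlation for each set left 5, all of them tests of the FOXO targets. The 23 tested targets of FOXO transcription factors were higher with the degrader at 5 h (median log2 fold change 0.39, limma camera adjusted p = 1.83e-30) and 10 h (0.51, adjusted p = 2.05e-37). They were also higher with GDC0068 at 5 h (0.30, adjusted p = 1.53e-16) and 10 h (0.28, adjusted p = 4.47e-21). At 10 h they were higher with the degrader than with GDC0068 (0.27, adjusted p = 4.52e-21), in 22 of 23 genes. With the replicate block the medians were 0.39, 0.52, 0.30, 0.29 and 0.27, and the adjusted p were 4.57e-32, 3.95e-37, 1.03e-16, 4.13e-21 and 1.39e-21. Members with the smallest adjusted p included CCNG2 and FBXO32 for the degrader at 5 h (log2 fold change 1.08 and 0.71), YPEL3 and CCNG2 for GDC0068 at 5 h (1.06 and 0.70), and YPEL3 and PIK3IP1 for the degrader at 10 h (1.39 and 1.73). For GDC0068 at 10 h PIK3IP1 changed by 1.22. IRS2, named above, is also a member of this set. With the degrader its adjusted p was smaller than those of the members named here at both times. Its rise and the set result are therefore not separate evidence. In the degrader against GDC0068 at 10 h IRS2 was the only member called. CCNG2, YPEL3 and PIK3IP1 overlap other annotated genes.

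The 32 genes of DNA replication and E2F targets were lower at 10 h with the degrader (median log2 fold change -0.43, limma camera adjusted p = 1.18e-17) and with GDC0068 (-0.37, adjusted p = 7.45e-27), and 31 of the 32 genes decreased for each drug. With the replicate block (same-numbered correlation 0.176 and 0.174) the medians were -0.42 and -0.37 (adjusted p = 1.96e-20 and 1.98e-31). CDC6 fell from 86.3 ± 1.63 to 51.4 ± 5.7 CPM with the degrader and to 53.9 ± 3.56 with GDC0068, and MCM10 from 60.8 ± 1.82 to 31.6 ± 4.11 and 34.2 ± 3.49 CPM. At 5 h this set did not pass the threshold for the degrader (adjusted p = 0.241) or GDC0068 (adjusted p = 0.163), and the difference between the times was not tested for sets. When the inter-gene correlation was estimated, the adjusted p at 10 h were 0.189 and 0.0667, the largest over 7 alternatives, and 6 of the 7 stayed past the threshold for each drug.

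Cholesterol synthesis genes, 22 tested, were lower with GDC0068 at 10 h (median log2 fold change -0.11, limma camera adjusted p = 0.0111) and higher with the degrader than with GDC0068 (0.26, adjusted p = 2.5e-14). With the replicate block (same-numbered correlation 0.123 over all groups) the medians were -0.11 and 0.27 (adjusted p = 0.00353 and 4.82e-19). Immediate-early and AP-1 genes were higher with the degrader at 5 h (0.17, adjusted p = 0.0355) and 10 h (0.25, adjusted p = 0.00533), with GDC0068 at 5 h (0.19, adjusted p = 0.0143), and in the degrader against GDC0068 at 10 h (0.15, adjusted p = 0.000116). The block gave 0.17, 0.25, 0.20 and 0.16 with adjusted p of 0.0157, 0.00309, 0.00987 and 2.66e-05. Of the 25 tested AP-1 genes, 17 were higher with the degrader at 5 h, where 2 were called higher and 1 lower. At 10 h 20 were higher, with 6 called higher and 0 lower. KLF6 of this set rose with the degrader at both times (log2 fold change 0.73 and 0.84), as did FOSL2 (0.53 and 0.62, edgeR adjusted p = 0.0364 and 0.00086). FOSL2 also rose with GDC0068 at 5 h (0.49), a call that was lost in 5 of 6 fits that left out a library. Glycolysis genes were lower with the degrader than with GDC0068 at 5 h (-0.16, adjusted p = 0.00389) and lower with the degrader than in DMSO at 10 h (-0.12, adjusted p = 0.0314). The block gave -0.16 (adjusted p = 0.001) and -0.11 (adjusted p = 0.0116). Within this set at 10 h, LDHA decreased (-0.52) whereas PFKFB3 increased (0.74); both overlap other annotated genes. Estrogen response genes were lower with the degrader than with GDC0068 at 5 h (-0.12, adjusted p = 0.0355; block -0.12, adjusted p = 0.0146). Of 7 alternatives each, the cholesterol results passed in 4 for GDC0068 against DMSO and 5 for the degrader against GDC0068. The AP-1 results passed in 2 and 6 for the degrader at 5 h and 10 h, 4 for GDC0068 at 5 h and 5 for the degrader against GDC0068. The glycolysis results passed in 4 at 5 h and 3 at 10 h, and the estrogen result in 2, with an adjusted p of up to 0.612. Over the alternatives the median ranged from -0.16 to -0.046 for glycolysis at 5 h and from -0.12 to -0.029 for the estrogen result. For AP-1 with the degrader at 5 h it ranged from 0.061 to 0.198. The alternatives for each result included a fit that left out a library, the one with the largest adjusted p. The size of these 5 h results therefore depended on the processing or on a single library. For the inactive isomer 0 tests passed without the block, and 6 had an unadjusted p under 0.05. With the block 4 passed. At 5 h AP-1 genes (adjusted p = 0.0454) and cholesterol synthesis genes (0.0454) were higher and mitotic genes lower (0.0239), and at 10 h cholesterol synthesis genes were higher (0.013). With the degrader, mitotic genes were higher at 5 h (0.00178) and cholesterol synthesis genes higher at 10 h (0.0473). These degrader results passed with the block only. The mitotic genes at 5 h thus went in opposite directions with the degrader and its isomer.

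**Figure D5:**
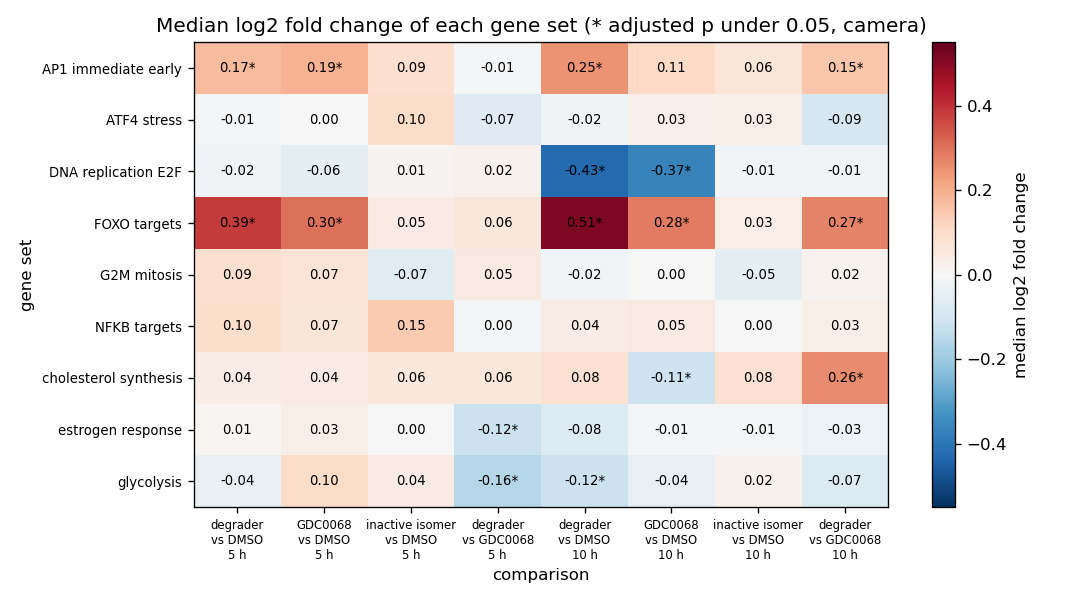
Median log2 fold change (colour and printed value) of 9 gene sets (vertical axis) in 8 comparisons (horizontal axis); an asterisk marks a camera adjusted p under 0.05 without the block. FOXO targets have values of 0.28 to 0.51 in the 4 comparisons of a drug with DMSO, and replication genes -0.43 and -0.37 at 10 h.

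Of the 206 genes of these sets that were tested, 60 were called for the degrader and 24 for GDC0068 at 10 h when adjusted over all genes, and 72 and 48 when adjusted over the list alone. At 5 h the corresponding numbers were 13 and 14 over all genes, and 25 and 20 over the list. In the degrader against GDC0068, 0 were called over all genes and 1 over the list at 5 h, and 4 and 20 at 10 h. For the inactive isomer both adjustments gave 0 at both times.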

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

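The tests of regrouped libraries, depth, GC content and the DMSO libraries were chosen before their results were seen; the division of the splits by 10 h labels was made only after the result was seen. The effect of the degrader on ARHGAP15 differed between the times by 1.54 on the log2 scale, and that of GDC0068 by 1.42 (edgeR adjusted p = 0.0154 and 0.0409). The degrader's effect on PIK3IP1 differed by 1.27 (adjusted p = 0.0156). These came from a test of the difference between 5 h and 10 h across 17213 genes. ARHGAP15 stood at 7.13 ± 0.51 CPM in DMSO, 8.14 ± 0.817 with the inactive isomer, 19.4 ± 2.17 with the degrader and 20.4 ± 1.67 with GDC0068 at 10 h, against 5.39 ± 0.125, 4.15 ± 0.481, 4.98 ± 1.36 and 5.71 ± 0.537 at 5 h (SD, n = 3). PIK3IP1 rose from 5.13 ± 0.931 to 17 ± 0.797 CPM with the degrader at 10 h, and from 6.26 ± 0.75 to 8.59 ± 0.97 at 5 h.

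A change of the DMSO libraries with time was tested by using the inactive isomer as the control. The differences were then 0.964 and 0.844 for ARHGAP15 with the degrader and GDC0068 and 1.07 for PIK3IP1, all above the limit set for this explanation but lower than with DMSO, so part of each difference depends on the choice of control. After thinning every library to 14.99 M counts they were 1.76, 1.6 and 1.14. With an offset for GC content they were 1.54, 1.34 and 1.26. Thinning and the offset left each difference above the limit set for them. The limit in each of these tests was far below the main difference, so a partial contribution is not excluded. Thinning leaves the expected fold change as it was, so its result cannot argue against an effect of depth.

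The libraries were also regrouped. Of 32 splits of the libraries that part every same-numbered pair, 8 gave at least 2 genes for the degrader and 10 gave at least 1 for GDC0068, with up to 2134 and 1834 genes. All 8 for the degrader and 7 of the 10 for GDC0068 kept the 10 h labels and exchanged 5 h labels or none, so such splits carry the drug effects themselves and give no level for regrouping alone. Among the 24 splits that exchanged 10 h labels, 0 gave as many genes for the degrader and 3 for GDC0068. Whether regrouping accounts for the calls was not settled by this test. ARHGAP15 overlaps 17 annotated genes, among them mitochondrial pseudogenes, and sharing of reads with them was not tested. The calls were lost in 3 of 12 fits that left out a library for ARHGAP15 with the degrader, in 4 of 12 for PIK3IP1 and in 11 of 12 for ARHGAP15 with GDC0068. Over 8 alternatives the adjusted p ranged from 2.16e-06 to 0.19, from 2.47e-05 to 0.262 and from 5.43e-05 to 0.278. No biological explanation is offered.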

How the results depend on the processing

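The number of genes called depended on the processing more than the direction of single genes did. With DESeq2, 319 and 812 genes were called at 5 h for the degrader and GDC0068 against DMSO, 1 for the inactive isomer, 3 for the degrader against GDC0068 and 556 against the inactive isomer. At 10 h it called 919 for GDC0068 and 32 for the degrader against GDC0068, and 40 for the degrader's difference between times. The drugs shared 200 and 814 genes at 5 h and 10 h. Of the degrader's calls, 2 and 31 also differed from GDC0068, and 223 at 5 h from the inactive isomer. The cause was not tested.

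With the replicate block, 306 and 931 genes were called at 5 h for the degrader and GDC0068, 2 for the degrader against GDC0068 and 565 against the inactive isomer. At 10 h the block gave 1032 for GDC0068 and 23 for the degrader against GDC0068. The differences between times had 22 genes for the degrader and 2 for GDC0068. Shared calls numbered 192 and 894, degrader calls that also differed from GDC0068 2 and 21, and from the inactive isomer 208 at 5 h. The covariate for the share outside protein-coding genes, chosen after seeing the data, gave 290 and 788 genes at 5 h, 1304 for GDC0068 and 16 for the degrader against GDC0068 at 10 h, and 33 and 0 for the differences between times. Shared calls were then 201 and 1055, and 16 degrader calls also differed from GDC0068 at 10 h.

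Fitting only the groups compared gave 15 and 109 genes at 5 h for the degrader and GDC0068 and 15 for the degrader against the inactive isomer. At 10 h it gave 988 for GDC0068, 43 for the degrader against GDC0068, 2861 against the inactive isomer, and 0 and 0 for the differences between times. Shared calls were 9 and 872, and degrader calls that also differed from the inactive isomer 12 and 1934, and from GDC0068 41 at 10 h. Tested against a fold change of 1.3, 9 and 3 genes were called at 5 h for the drugs, 124 and 10 at 10 h, 12 and 98 for the degrader against the inactive isomer, 0 against GDC0068 at 10 h, and 0 and 0 for the differences between times. Shared calls were 2 and 10, and degrader calls that also differed from the inactive isomer 8 and 81, and from GDC0068 0 at 10 h.

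Without a filter on low counts, 633 genes were called for GDC0068 at 5 h, 495 for the degrader against the inactive isomer at 5 h, 148 and 27 for the degrader against GDC0068, and 3 and 1 for the inactive isomer. The differences between times had 9 and 6 genes, and 14 and 21 degrader calls also differed from GDC0068. With at least 10 counts in every library the degrader's difference between times had 7 genes, with library size alone 8, and limma-voom gave 0 for that of GDC0068. The correlation of drug effects across genes at 5 h and 10 h was 0.0624 and 0.562 with at least 10 counts, 0.00542 and 0.381 as Spearman's rho, and 0.492 and 0.614 with shared DMSO libraries. Limited to a mean of at least 10 CPM, chosen after seeing the data, it was 0.150 and 0.726. It was 0.0609 at 5 h with the composition covariate and 0.0229 at 10 h without a filter. Of 72 gene set tests, 8 passed with fry and 5 with estimated inter-gene correlations. The causes were not tested.

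Leaving out 1 library at a time, the degrader against DMSO had from 57 to 179 genes at 5 h and from 1100 to 1375 at 10 h over 6 fits each. GDC0068 had from 107 to 513 and from 180 to 280, and the inactive isomer 0 in each fit at both times, against 752 and 618 at an unadjusted p under 0.05 with all libraries. These 6 fits left out only libraries of the groups compared. Leaving out degrader replicate 3 at 5 h gave 778 genes for GDC0068 at 5 h, outside that range. The degrader against GDC0068 had from 0 to 204 and from 3 to 5, and against the inactive isomer from 75 to 834 and from 1035 to 1459. The differences between times had from 0 to 14 for the degrader and from 0 to 1 for GDC0068 over 12 fits. Shared calls ranged from 28 to 94 and from 167 to 368 over 9 fits, degrader calls that also differed from GDC0068 from 0 to 26 and from 2 to 6, and from the inactive isomer from 49 to 153 and from 791 to 1071. The correlation across genes ranged from -0.125 to 0.0913 at 5 h and from 0.123 to 0.175 at 10 h. Gene set tests past the threshold ranged from 14 to 21 over 24 fits.

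Among 52 values of named genes that were called, 336 values under the alternatives stayed on the same side of the threshold and 52 fell short of it, with 0 changes of sign when libraries were left out. In the fits that left out a library, 28 of the 52 were called every time and 24 were lost at least once. For 16 gene set results the corresponding numbers were 82 and 30, and the 5 FOXO results passed in all 7 alternatives. Genes with few counts were absent under the filter of at least 10 counts in every library, so they have no value there. DESeq2 left 15 of the 52 without an adjusted p through its filter on low means, so these have no value for it. Depth limits such genes most: MS4A7 had 1 to 3 counts per DMSO library at 5 h.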

Other observations

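Tests chosen only after the result was seen were those of the size of change in shared genes, of the library far from the others, of GC content in the 5 h counts, of the first component against composition and depth, and of the compound scaffold. More genes were called for the degrader than for GDC0068 at 10 h, by a ratio of 3.46. The ratio was 3.68 after thinning to equal depth, 1.8 with the composition covariate, 2.73 with an offset for GC content, 2.36 with the block alone and 2.07 with that offset and the block. All stayed above the limit of 1.5 set for these explanations, and the cause of the lower ratios was not tested. In 103 genes chosen from the 5 h calls of both drugs, the mean signed change at 10 h was 0.68 ± 0.07 log2 for the degrader against the inactive isomer and 0.46 ± 0.03 for GDC0068 against DMSO (SD, n = 3). It was larger for the degrader in 3 of 3 replicate numbers, a ratio of 1.48 (exact two-sided permutation p = 0.1, the smallest this design allows). A larger effect of the degrader at the doses used is a candidate explanation, as a hypothesis. The exact test cannot pass 0.05 with 3 libraries per group, and dose was not varied.

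At 5 h the order was the opposite, with a ratio of GDC0068 to degrader calls of 2.39. Tested against a fold change of 1.3, however, 9 genes were called for the degrader and 3 for GDC0068. The ratio was 2.72 with the composition covariate and 2.51 after thinning. Without degrader replicate 3 the degrader calls fell from 166 to 105 and the GDC0068 calls rose from 397 to 778, a ratio of 7.41. The cause of either change was not tested, and this fit cannot tell whether that library affects the order. An offset for GC content lowered the ratio to 1.47, under the limit of 1.5. With the block, for which same-numbered libraries correlated at 0.18 and 0.273, the ratio was 3.04 without the offset and 1.87 with it, above the limit. GDC0068 still had more calls with the offset, 451 against 307 without the block and 994 against 531 with it, so the offset lowered the ratio and left the order. No biological explanation is offered for it. GC content was known for 17182 of the tested genes (99.82%). A direct test of whether the difference between the drugs changed from 5 h to 10 h called 0 genes, 1 with the block, 2 with the composition covariate and 9 with the block and the GC offset.

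The first principal component followed the share of counts outside protein-coding genes (r = 0.945), and r was 0.93, 0.919 and 0.982 within replicate numbers. Its correlation with total counts was -0.145. Across genes, its loadings had rho = -0.247 with GC content and 0.0302 with transcript length, both within the limit of 0.3. Differences in library composition are a candidate explanation; their source was not tested, and no biological explanation was tested.

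Cholesterol synthesis genes were higher with the degrader than with GDC0068 at 10 h. The inactive isomer exceeded GDC0068 as well, with a median log2 difference of 0.23 in 21 of 22 genes (camera unadjusted p = 1.92e-06, with the block 6.59e-08), which is 0.874 of the degrader's difference. The degrader differed from the inactive isomer by a median of 0.02, with 12 of 22 genes higher (unadjusted p = 0.414, with the block 0.326; same-numbered correlation 0.125). A median over genes that go both ways cannot show that the degrader and its isomer act alike. The share of 0.874 compares differences from the same GDC0068 libraries, so it cannot separate a scaffold effect from a fall under GDC0068. The median of the degrader against GDC0068 was 0.28 (0.282) with the composition covariate and 0.24 (0.239) with the GC offset, so neither removed the difference. Against DMSO the medians were -0.11 for GDC0068 (adjusted p = 0.0111, with the block 0.00353), 0.08 for the inactive isomer (0.0605, with the block 0.013) and 0.08 for the degrader (0.125, with the block 0.0473). A fall under GDC0068 is a candidate explanation, together with, in the blocked tests, a rise under both the degrader and its isomer. Whether the scaffold they share causes that rise was not settled.

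For a drug against a control, 3 libraries against 3 make 4 splits that part every same-numbered pair, so the share of splits cannot fall below 0.25 and the test cannot exclude regrouping; the other 6 of 10 splits put a same-numbered pair on one side. The number of splits with as many genes, the real one included, was 1 of 4 at both times for the degrader against DMSO, GDC0068 against DMSO and the degrader against the inactive isomer, and 1 of 4 for the degrader against GDC0068 at 10 h. It was 4 of 4 where 0 genes were called, for the inactive isomer at both times and the degrader against GDC0068 at 5 h (752, 618 and 1901 genes at an unadjusted p under 0.05). For gene sets it was 3 of 4 for the degrader at 5 h, 2 of 4 for the degrader against GDC0068 at 10 h, 4 of 4 for the inactive isomer at both times, and 1 of 4 in the other 4 comparisons.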
